A study of Mus musculus with 19 samples. Its data were reported in "A Myc-driven self-reinforcing regulatory network maintains mouse embryonic stem cell identity" (2016).

How the data were processed

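Gene expression was measured on Illumina mouse BeadChips, which carry 1 bead type per probe, in 19 RNA samples of mouse pluripotent cells. The samples fell into 6 groups of 3 (LIF-ESCs, Myc-ESCs, EpiSC, Myc-ESCs treated with Dkk1 and Sfrp1, and cells after OHT withdrawal at passages 9 and 16) and 1 single sample, Myc-ESCs with a knock-down of Eed. Groups and replicate numbers were taken from the sample labels. The methods describe the replicates as biological triplicates. The depth of an array has no read count, so the number of arrays limited the precision. Between 11116 and 13456 of the 25697 probes on an array (43.3% to 52.4%) were detected above its negative controls at a detection p under 0.05.

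The authors deposited non-normalized intensity values, the mean bead signal of each probe on a linear scale, exported from GenomeStudio, which the submitters' processing notes name without a version. Beside each signal the authors deposited a detection p-value, which sets the probe against the negative controls of its own array. Median signals per array lay between 87.5 and 111. The authors also deposited a table of processed intensity values, for which background was subtracted and quantiles were equalized in GenomeStudio. Its scale was read as linear from column maxima of 14291 to 18108. It was read as not centred per probe, since the columns ranked the probes as the scanner signals did (Spearman rho of 1.000 in 18 columns). Quartiles and maxima showed 5 separately normalized sets, with column medians of 6.86 to 6.98 for LIF-ESCs, Myc-ESCs and EpiSC replicates 1 and 2, 4.46 for EpiSC replicate 3, 6.56 to 6.58 for the Dkk1 and Sfrp1 arrays, 6.00 for the Eed knock-down and 6.22 to 6.27 for the cells after withdrawal. In the column of EpiSC replicate 3, 16124 of the probes (62.8%) held the value of the next probe of the table, which lowered rho to 0.568, and moving them back returned it to 1.000. Between 6736 and 7146 processed values per array lay below 0. That table was therefore used only as an alternative, with values under 16 set to 16 before the log2.

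Signals were background-corrected with normexp, using negative-control parameters inferred from the detection p-values, offset by 16, quantile-normalized and put on the log2 scale (neqc in limma 3.58.1, R 4.3.3). Probes were named through the platform table. Of all probes 23978 had 1 gene symbol, 0 had several and 1719 had none. The identifiers of 23962 were found in a RefSeq table of assembly GRCm38.p6, used for names only, and 0 symbols had to be updated. Of the 16593 named genes, each was represented by the probe of the highest mean signal, and genes detected in at least 3 arrays of the fit were tested. No 2 arrays held identical values (0 pairs).

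Linear models with moderated variances (lmFit and eBayes in limma) gave log2 changes, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold, the fold cut-off of the methods. The comparisons of Myc-ESCs and EpiSC with LIF-ESCs, and of treated with untreated Myc-ESCs, came from 1 fit of 12 arrays (9570 genes), normalized together with the single Eed array, which did not enter the fit. The comparisons of the cells after withdrawal with LIF-ESCs and Myc-ESCs came from a fit of 18 arrays (10164 genes), and that between their passages from their own 6 arrays (8807 genes). For a gene whose probe was detected on none of the arrays of a group, the fold is a bound, written as "at least", computed against the higher of each array's lowest detected level and the probe's own level, and given with the adjusted p of the fit. The 3 arrays of a group against 3 others cannot reach an exact p below 0.1, and by chance 10% of genes show no overlap between them.

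Before the data were examined, the groups, tests, alternatives and 30 gene lists were fixed, together with the rule for naming genes. The rule took, per comparison, the 10 highest and 10 lowest changes among called genes whose arrays did not overlap between the groups, so that all 3 arrays of one group lay on one side of all 3 of the other, the extreme and best-supported called members of each list described, and the genes that the study names whatever their result. For the Eed array it took the 10 largest rises and falls at least 1.5-fold outside the range of the Myc-ESC arrays. A gene named outside this rule was chosen after its values were seen. Of the called genes 1108 of 1147 (Myc-ESCs against LIF-ESCs), 123 of 123 (treated against untreated Myc-ESCs), 3522 of 3575 (EpiSC), 1798 of 1861 (passage 9 against LIF-ESCs), 3326 of 3400 (passage 16), 1293 of 1360 (passage 9 against Myc-ESCs) and 2877 of 2894 (passage 16 against 9) showed no overlap between the arrays of the groups. Lists were tested with camera at a preset correlation of 0.01, two-sided, adjusted over the 30 lists, and again with an estimated correlation and with fry. Members were also adjusted over their list alone, and where the text gives no separate count for this, the count was the same. As a separate family, 14 signalling and pluripotency lists that the study names were tested. For the single Eed array, which allows no test, list medians were placed among 10000 random lists matched in 20 bins of mean level.

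Overlaps and covariances between comparisons that share arrays were set beside 100 simulated data sets with unchanged groups. Hardly any gene is called in such groups, so their overlap of called genes lies near 0 and does not measure what shared arrays add. On simulated data for Myc-ESCs against LIF-ESCs (9570 genes, 50 genes changed at each size), the calls recovered 32% of 1.5-fold, 74% of 2-fold, 98% of 3-fold and 100% of 4-fold changes and took 0.128% of unchanged genes, and camera called 0 of 29 unchanged lists. Replicate numbers are shared between groups. Deviations from the group means correlated between same-numbered arrays at 0.378, 0.221 and 0.126 for LIF-ESCs and Myc-ESCs, so the numbers were read as possible pairs there. Only 1 Myc-ESC array correlated best with the LIF-ESC array of its own number, so this pairing is uncertain. In EpiSC, another line, 3 arrays did so, although the lowest pair with LIF-ESCs correlated at 0.0516. In each other comparison 1 or more pairs correlated negatively. A block for the number was run as an alternative.

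Alternatives replaced the background correction, the quantile normalization, the detection filter (none, or a detection p of 0.01), the probe per gene, the arrays of the fit, the thresholds and the test (the methods' t-test), added a block, or left out each array in turn. A term for the array set, the first array set alone, and the repaired processed values were added after seeing the data. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. The BeadChip of each array is not given in the sources used here, and probe sequences and gene positions were not used here.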

Results

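To describe how Myc activity, Wnt inhibition and withdrawal of the activator shape the transcriptome of embryonic stem cells, 19 arrays of mouse cells were compared. R1 MycER ESCs were kept with LIF (LIF-ESCs), or without LIF with OHT, which activates MycER (Myc-ESCs), or as Myc-ESCs with the Wnt inhibitors Dkk1 and Sfrp1. The set was completed by cells after OHT withdrawal that are labelled passages 9 and 16 (P9 and P16). EpiSC as a primed reference and 1 sample of Myc-ESCs with a knock-down of the Polycomb gene Eed were included too. Replicates of a group correlated at 0.987 or above, except that Myc-ESC replicate 1 stood apart. Its lowest correlation with the other Myc-ESC arrays was 0.971, against 0.996 between those, and it had the most detected probes, 52.4%.

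The deposited processed values showed that arrays had been normalized in sets that follow the groups in part. Whether they were also hybridized in these sets is not given in the sources used here. LIF-ESCs, Myc-ESCs and EpiSC replicates 1 and 2 made up the first set, whereas EpiSC replicate 3, the Dkk1 and Sfrp1 samples, the Eed sample and the 6 samples after withdrawal formed other sets. The array set and the group therefore cannot be told apart where Myc-ESCs with inhibitors are compared with Myc-ESCs, or cells after withdrawal with either. The EpiSC differed from ESCs in line, strain and medium together. For the cells after withdrawal the labels list neither LIF nor OHT. They do not say whether passages were counted from withdrawal, before which the study grew the cells for 6 passages with OHT.

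Numbers of changed genes differed widely between the comparisons. Against LIF-ESCs, 474 genes were higher and 673 lower in Myc-ESCs (of 9570 tested), 1872 and 1703 in EpiSC, 949 and 912 at P9 (of 10164) and 1862 and 1538 at P16. Against Myc-ESCs, 747 genes were higher and 613 lower at P9, but only 34 and 89 with Dkk1 and Sfrp1. From P9 to P16 1602 genes rose and 1292 fell (of 8807). Shares of tested genes whose arrays did not overlap between the groups were 28.1% for Myc-ESCs against LIF-ESCs, 17.7% for the inhibitors and 57.0% for EpiSC, where chance gives 10%.

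**Figure D1:**
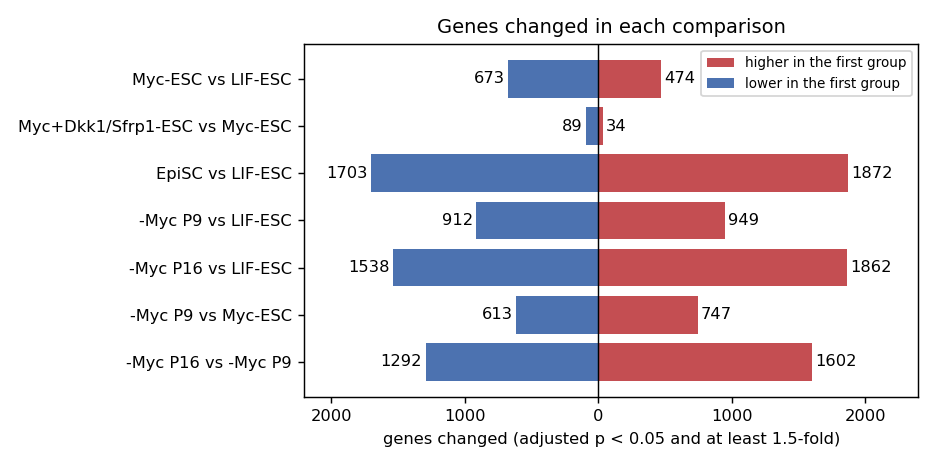
Genes changed in each comparison. Bars to the right give genes higher in the first group named and bars to the left genes lower in it, at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold in limma. n = 3 arrays per group.

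Genes lower in Myc-ESCs than in LIF-ESCs included targets of LIF and naive factors, and genes higher in them included epiblast genes. Socs3, the feedback inhibitor induced by LIF through Stat3, showed the deepest fall of all, from 10.10 ± 0.13 to 4.87 ± 0.52 (mean log2 ± SD, n = 3; -5.23, 37.5-fold, adjusted p = 3.1e-08). The naive factors Klf4 (9.14 ± 0.31 to 5.88 ± 0.23, -3.26, adjusted p = 1.2e-05), Tbx3 (-2.50) and Esrrb (12.39 ± 0.11 to 10.86 ± 0.05, -1.53, adjusted p = 7.2e-06) fell as well. Nanog, a dose-sensitive guardian of the naive state, was lower by 1.42 (11.32 ± 0.23 to 9.90 ± 0.27, adjusted p = 2.2e-04). The core factors Pou5f1 and Sox2 did not pass, at -0.31 (adjusted p = 0.29) and 0.04 (0.96).

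Conversely, Pou3f1, a POU factor of the postimplantation epiblast, showed the largest rise in Myc-ESCs (6.60 ± 0.10 to 10.63 ± 0.25, 4.03, 16.4-fold, adjusted p = 5.1e-08). Fgf5, a hallmark of the same stage, was not detected in LIF-ESCs and rose at least 8.03-fold to 7.61 ± 0.38 (adjusted p = 8.6e-07). The epiblast regulator Otx2 rose by 3.18 (7.09 ± 0.16 to 10.28 ± 0.83), the de novo methyltransferase Dnmt3b by 2.28 (10.58 ± 0.08 to 12.86 ± 0.32) and the Nodal antagonist Lefty1 by 2.67 (adjusted p = 4.2e-04). The iron exporter Slc40a1 (3.97), Tmem54 (3.49), the zinc finger gene Wt1 (at least 9.61-fold), Gadd45g (3.18), the receptor Lpar4 (3.14), Ccno (at least 7.70-fold) and Car4 (at least 6.34-fold) were also among the 10 highest. Dppa3, a member of the naive list, rose against the trend of the naive genes (5.17 ± 0.36 to 7.10 ± 0.14, 1.94, adjusted p = 7.6e-04).

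Further down the ranking of genes lower in Myc-ESCs stood the membrane protein gene Emp1 (-3.53), the calcium pump Atp2a3 (-3.31), Ly6g6e (-3.19), Laptm5 (-3.17) and the laminin chain Lama1 (7.95 ± 0.40 to 4.80 ± 0.37, -3.15, adjusted p = 2.5e-07). The riboflavin transporter Slc52a3 (-3.08), the tau gene Mapt (-3.05) and Lrrc34 (-2.89) completed the 10 lowest. Eed itself was lower by 0.70 (10.47 ± 0.39 to 9.77 ± 0.13, adjusted p = 0.037). The genes named here as highest and lowest, in this and in all other comparisons, were chosen among called genes without overlap. That all 3 arrays of one group lay on one side of all 3 of the other is therefore no further support.

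**Figure D2:**
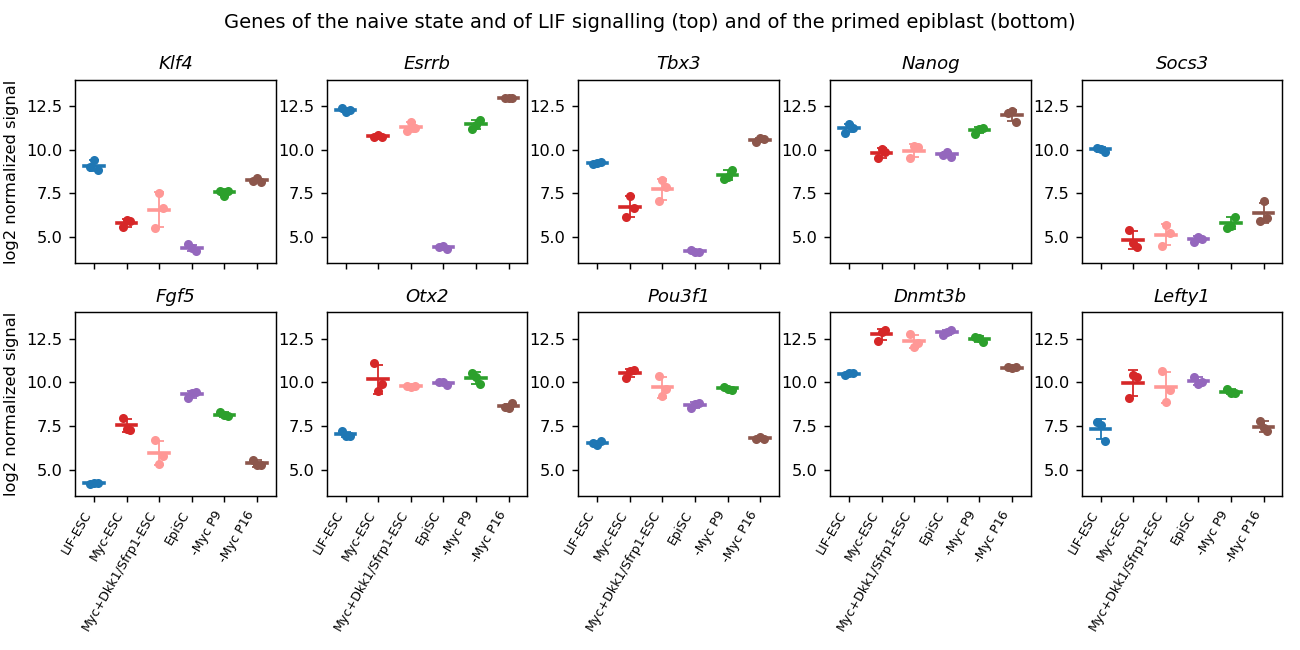
Naive and LIF-dependent genes (upper row) and epiblast genes (lower row) in the 6 groups. Each point is the log2 level of 1 array, the line the mean and the bar the SD, n = 3 arrays per group, normalized over 18 arrays.

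Among the fixed gene lists, 7 of 29 with measured members were called in Myc-ESCs with camera (12 with fry). Of 13 naive pluripotency genes 10 fell, 1 rose and 2 did not pass, the same when adjusted over the list alone (median -1.03, adjusted p = 4.2e-07). Of 13 primed epiblast genes 8 rose and 5 did not pass (9 rose when adjusted over the list alone; median 0.96, adjusted p = 1.6e-09), with Sall2 (2.55) and Nodal (0.60) beside those named. Of 19 LIF/Stat3-responsive genes 9 fell, 1 rose and 9 did not pass (10 fell and 1 rose alone; adjusted p = 1.2e-05), with falls of Socs3, Klf4 and Mras (-2.65) and a rise of the receptor gene Lifr (0.69). These 3 lists kept an adjusted p of 0.024 with an estimated correlation.

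The extracellular matrix and the Myc growth genes moved in opposite directions in Myc-ESCs. Of 16 matrix and cytoskeleton genes 6 fell and 10 did not pass (6 fell and 1 rose when adjusted over the list alone; median -0.46, adjusted p = 0.0014), with the basement membrane collagens Col4a1 (-1.67, adjusted p = 8.7e-05) and Col4a2 (-1.24) beside Lama1 and Actn1 (-0.91). Of 12 primitive endoderm genes 4 fell, 1 rose (Dab2, at least 1.65-fold) and 7 did not pass (5 and 2 alone; adjusted p = 0.021), a call lost with an estimated correlation (adjusted p = 0.194). Its falling members were matrix genes as well. Without Myc-ESC replicate 1, which stood apart, its adjusted p was 0.0774. Of 27 Myc target genes of growth and ribosome biogenesis only 3 rose and 24 did not pass, alone and over all genes, yet the list as a whole was shifted upward (median 0.27, adjusted p = 0.0024). The 3 were the cell cycle gene Ccnd2 (0.88), the spermidine synthase Srm (0.89, adjusted p = 0.019) and the pyrimidine enzyme Cad (0.65). Of 5 genes of DNA methylation Dnmt3b and Tdg (1.02, adjusted p = 0.0039) rose and 3 did not pass, alone as well (adjusted p = 0.019, and 0.194 with an estimated correlation).

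Components of the Wnt pathway changed one by one without a shift of their lists in Myc-ESCs. The Wnt receptor Fzd7 rose from 7.29 ± 0.18 to 9.24 ± 0.50 (1.96, adjusted p = 3.5e-05) and Fzd10 fell (-1.34), while the other 9 of 11 receptors did not pass (adjusted p = 0.34). The secreted antagonist Sfrp1 fell from 8.14 ± 0.17 to 6.24 ± 0.30 (-1.90, adjusted p = 3.9e-06) and Dkk3 by 0.70, but Sfrp2 rose by 1.17 (adjusted p = 0.0048) and 13 of 16 antagonists did not pass (adjusted p = 0.77). Dkk1 (-0.19, adjusted p = 0.48) and Apcdd1 (-0.49, 0.17) were among these. Dkk1 was detected on only 1 LIF-ESC array and 0 Myc-ESC arrays, so a fall of this gene could not be measured. Of 12 ligand genes Porcn (0.91) and Wnt8a (at least 1.57-fold) rose, Wnt6 (-1.34) and Wnt10a (-0.78) fell and 8 did not pass (adjusted p = 0.81). Of 13 targets of beta-catenin Lef1 (at least 2.51-fold, adjusted p = 2.4e-05) and Tnfrsf19 (0.98) rose, Bmp4 (-1.502) and Cdx1 (-0.75) fell and 9 did not pass (adjusted p = 0.81). When adjusted over the lists alone, the counts were the same but for 1 more rise among the targets.

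Myc itself stood at 5.03 ± 0.12 in LIF-ESCs and 5.69 ± 0.58 in Myc-ESCs and did not pass (0.66, 1.58-fold, adjusted p = 0.076). It did at 1.5-fold alone and with a block for the replicate number (adjusted p = 0.0438), although the pairing of these arrays is uncertain. Without Myc-ESC replicate 1 its change was 0.33. Its relative Mycl rose (7.08 ± 0.45 to 8.27 ± 0.38, 1.18, adjusted p = 0.020). Of 10 Myc family and partner genes Mycl alone passed, also within the list (adjusted p = 0.30). Mycn and Nr0b1 were detected on 0 of 19 arrays, Fzd1 and Sfrp5 on 1 and Dkk1 on 5. Utf1 (0.53, adjusted p = 0.19) did not pass. Sox17 (-0.04) and Gata6 (-0.08) did not either, but they were detected on 0 arrays of LIF-ESCs and Myc-ESCs. The same held with the inhibitors, at P9 and with the Eed knock-down, so a change below the background could not be seen in these groups. Of 12 Polycomb-repressed developmental regulators Fgf15 (2.50) and Msx1 (at least 1.63-fold) rose, Evx1 (-0.77) and Wnt6 fell and 8 did not pass, alone as well (adjusted p = 0.83). Of 9 germline genes Rhox5 (0.67), Rhox9 (at least 1.52-fold) and Tex19.1 (0.99) rose and 6 did not pass (adjusted p = 0.082). None of the 20 proliferation genes passed (adjusted p = 0.30).

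Signalling lists that the study itself chose are no independent evidence, and none of the 14 was called in Myc-ESCs with camera. With fry the MTOR list was called (5 rose and 1 fell of 35, adjusted p = 0.00063, and 0.083 with camera). Fry also called the housekeeping controls. Of 210 WNT pathway genes 19 rose and 13 fell (adjusted p = 0.60), and of 233 pluripotency genes 17 rose and 22 fell (adjusted p = 0.60). Of the tested genes 2614 had an unadjusted p under 0.05. With the authors' processed values the calls dropped to 288 genes and 30.6% of them were higher, against 41.3%.

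Few genes differed between Myc-ESCs with and without Dkk1 and Sfrp1, and most of these were lower with them. Treatment and array set cannot be told apart here, so the changes cannot be credited to the inhibitors alone. Rif1, a telomere and replication timing factor, showed the largest rise (6.70 ± 0.32 to 8.67 ± 0.42, 1.97, adjusted p = 0.021), before Hook1 (1.39), Faf2 (1.08), the heterochromatin gene Cbx5 (1.04), Itgb1 (1.03), the activin subunit Inhbb (1.02), Neurog3, Atp5j (both 0.95), Atp6v0a1 (0.94) and the perlecan gene Hspg2 (0.93). The RNA helicase Ddx39a (6.94 ± 0.74 to 4.96 ± 0.14, -1.98, adjusted p = 0.027), the replication clamp Pcna (9.14 ± 1.10 to 7.30 ± 0.23, -1.84, adjusted p = 0.045) and the amino acid transporter chain Slc3a2 (7.58 ± 0.70 to 5.74 ± 0.12, -1.84, adjusted p = 0.025) fell the most. The chaperone Hsp90aa1 (-1.80), Tma7 (-1.65), Rpl39l (-1.59), Atp5a1 (-1.53), Vps4b (-1.47) and Haus3 (at least 2.25-fold) were lower too. Fgf5, one of the genes that rose most in Myc-ESCs, fell with the inhibitors (7.61 ± 0.38 to 6.00 ± 0.69, -1.60, adjusted p = 0.022).

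No gene list was called with the inhibitors by camera or by fry. Of 13 primed epiblast genes Fgf5 alone passed (2 fell when adjusted over the list alone; adjusted p = 0.12), and of 27 Myc growth genes 0 passed (adjusted p = 0.12). Of the Myc family Mxi1, an antagonist of Myc, fell by 1.15, and of the core pluripotency genes the Nodal coreceptor Tdgf1 fell by 1.14 (adjusted p = 0.043). Tfap2a rose by 0.80. Myc stayed at 5.53 ± 0.34 (-0.16, adjusted p = 0.83). The naive list held 0 called members of 13 (2 rose alone; adjusted p = 0.55), with Klf4 at 0.76 (adjusted p = 0.29) and Nanog at 0.14 (0.82). Likewise, Fzd7 (-0.05, adjusted p = 0.95), Sfrp1 (0.45, 0.22), Dppa3 (-0.82, 0.22), Sox2 (0.51, 0.50), Socs3 (0.32), Pou5f1 (0.18), Utf1 (0.01), Dkk1 (0.08), Apcdd1 (0.14), Gata6 (0.14), Sox17 (-0.09) and Eed (-0.63, 0.15) did not pass.

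Of the 474 genes higher in Myc-ESCs than in LIF-ESCs, 16 (3.38%) were lower with the inhibitors. Independent lists would share 4.41. Simulated unchanged groups with the same arrays gave 0, but hardly any gene is called in them, which says little about the shared arrays. Without 1 array the count ranged from 0 (without treated replicate 2 or 3) to 120 (without Myc-ESC replicate 1), and a block for the replicate number gave 29. Fgf5 and Slc3a2 led this group. At 1.5-fold alone the share was 118 of 601 (19.6%), against 23.4 and 33.1, so that part of the excess may come from the shared Myc-ESC arrays. Over all genes the changes had a covariance of -0.0568, against -0.0331 in simulations, a difference of -0.0237. In the other direction 6 genes lower in Myc-ESCs were higher with the inhibitors, against 2.39 for independent lists.

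Calls with the inhibitors depended on single arrays. Pcna, Ddx39a and Slc3a2 stood highest in Myc-ESC replicate 1 (Pcna 10.41, against 8.45 and 8.56 in the other replicates) and stayed lower with the inhibitors without it. Leaving it out gave 575 called genes, while 0 were called without treated replicate 2 or 3, 17 and 31 without Myc-ESC replicates 2 and 3 and 221 without treated replicate 1. Of the tested genes 1538 had an unadjusted p under 0.05. With median scaling, which moved the median gene by -0.10, 3.74% of the 214 called genes were higher, against 27.6% (relative to that median 1 higher and 13 lower). With no background correction 4 genes were called higher and 2 lower, so the mostly downward direction did not hold there.

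In EpiSC all measured naive genes were lower than in LIF-ESCs. Dppa5a, an RNA-binding marker of ESCs, fell the furthest (13.72 ± 0.03 to 5.73 ± 0.13, -7.99, adjusted p = 2.0e-15), followed by Esrrb (12.39 ± 0.11 to 4.46 ± 0.09, at least 224-fold, adjusted p = 5.4e-15), the ESC marker Zfp42 (12.04 ± 0.31 to 4.60 ± 0.24, -7.45) and Laptm5 (at least 116-fold). The methyltransferase cofactor Dnmt3l (-6.57), the oocyte gene Ooep (at least 78.6-fold), Dppa4 (-6.19), Fam25c (at least 62.1-fold), Pla2g1b (-6.04) and Tcf15 (-5.23) were next. In contrast to Myc-ESCs, Sox2 fell here (8.81 ± 0.50 to 5.62 ± 0.24, -3.19), together with Socs3 (-5.15), Klf4 (-4.71), Nanog (-1.51), Utf1 (-1.12), Sfrp1 (-1.26), Dppa3 (at least 1.502-fold) and Eed (-1.90). Pou5f1 (-0.13, adjusted p = 0.60), Myc (-0.43, 0.15), Fzd7 (-0.32), Dkk1 (0.34) and Apcdd1 (-0.51) did not pass.

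The adaptor gene Grb10 rose the most in EpiSC (5.01 ± 0.47 to 11.89 ± 0.16, 6.88, adjusted p = 3.6e-12), before Wnt8a (4.23 ± 0.05 to 9.45 ± 0.18, at least 28.9-fold), the organizer gene Gsc (at least 29.7-fold), Cd59a (5.16), Fgf5 (4.26 ± 0.04 to 9.39 ± 0.19, at least 27.6-fold), Car14 (at least 18.1-fold), Olig1 (4.39), Fgf8 (at least 14.7-fold), Nfkbiz (4.15) and Lpar4 (4.11). The endoderm regulators Gata6 (at least 4.85-fold) and Sox17 (at least 2.89-fold) rose too.

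All 13 naive genes fell in EpiSC (median -4.71, adjusted p = 3.3e-14), and of 13 primed genes 11 rose, 1 fell (Lefty2, -3.57) and 1 did not pass (adjusted p = 3.0e-07), with Otx2 at 2.93, Lefty1 at 2.78 and Dnmt3b at 2.40. Of 11 mesendoderm genes 8 rose and 3 did not pass (adjusted p = 6.6e-06), among them Lhx1 (at least 9.88-fold), Eomes (3.21), Cer1 (at least 3.61-fold) and Foxa2 (at least 2.92-fold). Of 19 LIF/Stat3-responsive genes 13 fell, 2 rose and 4 did not pass (adjusted p = 1.6e-05), with Pim3 (-3.32) and Klf5 (-4.30) lower and Socs2 (1.01) higher. Of 16 genes of the integrated stress response 8 rose, 1 fell and 7 did not pass (9 and 1 when adjusted over the list alone; adjusted p = 0.0018), led by Slc7a11 (at least 6.38-fold) and Mthfd2 (2.09) against Slc7a5 (-0.88). Of 12 Wnt ligand genes 6 rose, 2 fell and 4 did not pass (adjusted p = 0.039, and 0.27 with an estimated correlation), with Rspo3 (at least 4.45-fold), Wnt5b (1.45) and Wnt3 (1.30) against Wnt6 (at least 4.20-fold lower). For the other lists of this paragraph the counts adjusted over the list alone were the same. Of the lists chosen by the study, which are no independent evidence, only the pluripotency and Tcf3 target genes were called with camera (34 of 70 fell and 10 rose, adjusted p = 5.1e-05).

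Measured over all genes, Myc-ESCs lay 46.6 units from LIF-ESCs, 50.4% of the distance of 92.3 between LIF-ESCs and EpiSC, and 86.2 units from EpiSC. Arrays of 1 group were on average 25.2 to 41.4 units apart. Of the genes changed in Myc-ESCs, 222 were also higher in EpiSC and 405 also lower, against 92.7 and 119.8 for independent lists. The simulations gave 0, but hardly any gene is called in unchanged groups, so this does not measure the shared arrays. At 1.5-fold alone the shared genes were 255 and 445, against 11.9 and 11.9 in simulations. The 3 LIF-ESC arrays are shared by these comparisons, and the covariance of the changes was 0.160, against 0.0194 in simulations (a difference of 0.141), so part of the excess may come from the shared controls. With the authors' processed values 32.8% of the genes called in EpiSC were higher, against 52.4%, and after displaced values of EpiSC replicate 3 were moved back 38.9% were.

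**Figure D3:**
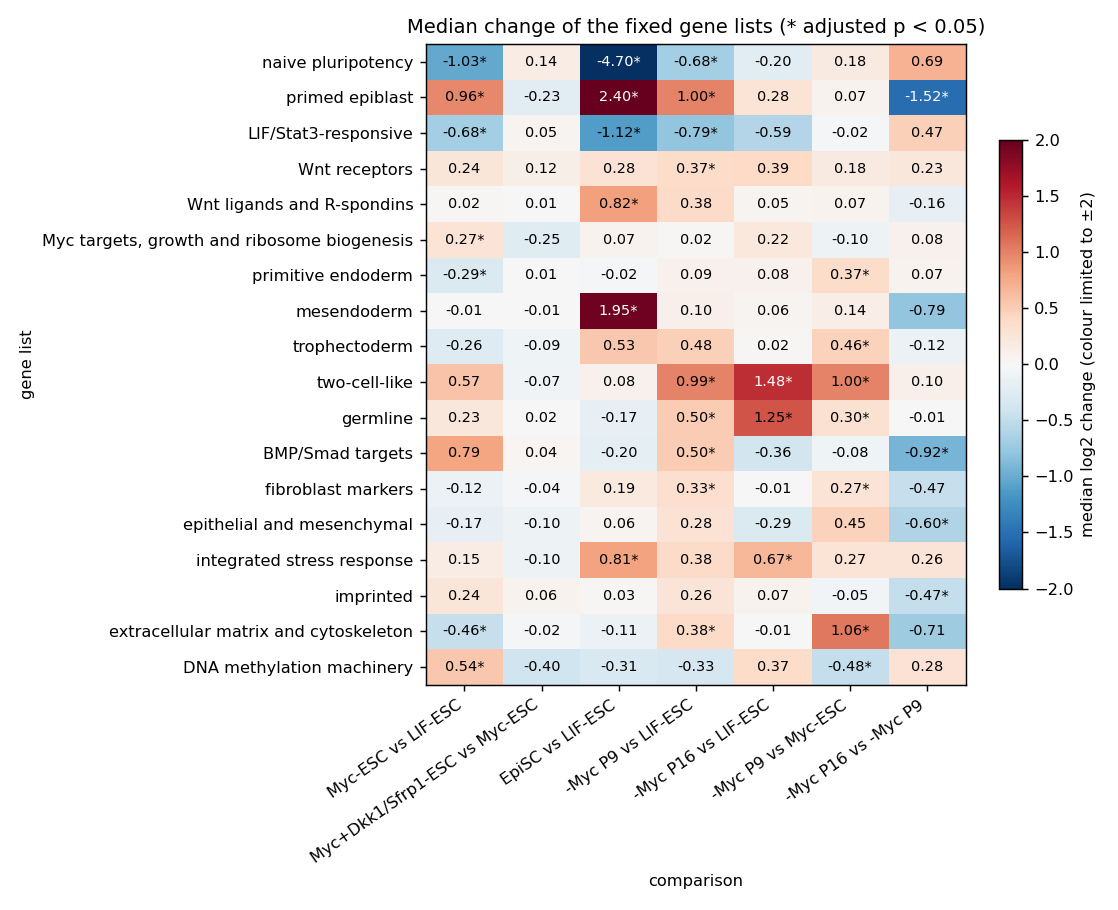
Median log2 change of the members of gene lists in each comparison. Lists called in at least 1 comparison are shown, asterisks mark an adjusted p under 0.05 with camera, and the colour scale is limited to 2 in each direction. n = 3 arrays per group.

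After OHT withdrawal, in the P9 cells, epiblast genes stayed high and new genes came up. Zscan4c, a gene of the transient two-cell-like state, showed the largest rise against LIF-ESCs, in which it was not detected (4.21 ± 0.03 to 8.61 ± 0.22, at least 16.5-fold, adjusted p = 7.0e-10). Fgf5 (4.24 ± 0.03 to 8.16 ± 0.13, at least 12.1-fold), Otx2 (7.03 ± 0.16 to 10.26 ± 0.32, 3.23) and Pou3f1 (6.53 ± 0.10 to 9.66 ± 0.10, 3.13) were high as in Myc-ESCs, next to Car4 (at least 10.1-fold), Gm428 (at least 9.53-fold), the smooth muscle actin Acta2 (at least 8.66-fold), Ccno (at least 9.18-fold), Lpar4 (3.30) and the homeobox gene Rhox5 (5.11 ± 0.40 to 8.46 ± 0.30, 3.35). Socs3 remained low (10.01 ± 0.13 to 5.79 ± 0.34, -4.23, adjusted p = 3.0e-09), followed by Atp2a3 (-3.65), the naive factor Gbx2 (-3.07), Zbtb7a (-2.92), Pcolce (-2.86), Emp1 (-2.68), Bmp4 (-2.66), the glutathione peroxidase Gpx2 (-2.64), Laptm5 (-2.62) and Ly6g6e (-2.51). Nanog, however, stood at its level in LIF-ESCs (11.22 ± 0.23 and 11.13 ± 0.18, -0.10, adjusted p = 0.77). Klf4 (-1.51, adjusted p = 8.0e-04) and Eed (-1.34) were still low and Sox2, which had not passed in Myc-ESCs, was lower (-1.10, adjusted p = 0.012), whereas Dppa3 (1.31) and Fzd7 (1.58) were high. Myc (0.18, adjusted p = 0.62), Pou5f1 (-0.04), Utf1 (0.09), Sfrp1 (-0.51, 0.051), Apcdd1 (-0.39), Dkk1 (-0.20), Gata6 (-0.11) and Sox17 (-0.09) did not pass.

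Of 13 primed genes 8 were higher and 5 did not pass at P9 (adjusted p = 3.4e-08), with Sall2 at 2.86, Lefty1 at 2.16 and Dnmt3b at 1.99. Of 19 LIF/Stat3-responsive genes 10 fell and 9 did not pass (adjusted p = 5.9e-06), Stat3 itself by 1.73. Of 13 naive genes 6 fell, 1 rose and 6 did not pass (7 and 1 when adjusted over the list alone; adjusted p = 0.0021, and 0.12 with an estimated correlation). Of the 12 two-cell-like genes listed, 4 were tested and 3 rose (adjusted p = 5.0e-04), Zscan4c, Tcstv3 (at least 1.77-fold) and Tmem92 (at least 1.54-fold). All 4 were detected on no array of 1 of the groups. In the fit of 12 arrays, without the cells after withdrawal, only 1 member was tested. Members thus entered largely through these cells, so the upward call of the list is in part built in. Of 11 germline genes 5 rose and 6 did not pass (adjusted p = 9.0e-05), among them Taf7l (at least 3.54-fold), Dazl (1.97) and Tex19.1 (1.28). Of 11 Wnt receptors 4 rose, 1 fell and 6 did not pass (adjusted p = 0.045, and 0.12 with an estimated correlation), with Fzd2 (at least 2.32-fold) and Fzd6 (0.94) against Fzd10 (-1.17). Matrix genes, with Col4a1 (1.58) and Tpm1 (1.502) up, gave 6 rises, 2 falls and 9 that did not pass of 17 (adjusted p = 0.022, and 0.12 with an estimated correlation). Of 12 BMP/Smad targets 4 rose, 2 fell and 6 did not pass (adjusted p = 0.049, and 0.12), with Lefty1, Skil (2.07) and Msx1 (at least 2.57-fold) against Bmp4, and of 7 fibroblast markers Acta2 and Col5a1 (0.98) rose and 5 did not pass (2 rose and 1 fell alone; adjusted p = 0.049, and 0.19).

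Against Myc-ESCs, the cells at P9 had higher levels of matrix genes and of some naive genes. Zscan4c rose most again (4.76 ± 0.51 to 8.61 ± 0.22, 3.85, adjusted p = 7.6e-09), before Acta2 (at least 8.83-fold), the X-linked gene Xlr4a (3.38), Gm428 (3.30), Col4a1 (5.204 ± 0.12 to 8.45 ± 0.34, 3.24, adjusted p = 4.1e-09), the trophectoderm factor Tfap2c (3.17), Gm5662 (at least 6.55-fold), Fbp2 (2.76), Rhox5 (2.69) and Dpysl4 (2.57). Klf4 (5.82 ± 0.22 to 7.56 ± 0.17, 1.74, adjusted p = 4.1e-04), Tbx3 (1.81), Nanog (1.31, adjusted p = 1.0e-04), Socs3 (0.96) and Sfrp1 (1.39, adjusted p = 3.6e-05) rose in part. Edn2 (-2.38), Slc3a2 (-2.26), the antiviral gene Bst2 (-2.25), Exoc3l (-2.17), Zc3h13 (-2.17), Liph (-2.13), Bach1 (-1.97), Pcna (9.07 ± 1.08 to 7.12 ± 0.09, -1.95), Ddx39a (-1.95) and Bcl11a (-1.88) fell the most. Pcna, Slc3a2 and Ddx39a were also lower with the inhibitors, and the Myc-ESC arrays, of which replicate 1 stood apart, are common to the pair of comparisons. Sox2 (-1.14, adjusted p = 0.014) and Eed (-0.66) were lower than in Myc-ESCs, and Myc (-0.47, adjusted p = 0.15), Dppa3 (-0.62, 0.15), Pou5f1 (0.28), Fzd7 (-0.37), Utf1 (-0.43), Apcdd1 (0.09), Dkk1 (-0.02), Gata6 (-0.03) and Sox17 (-0.05) did not pass.

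Of 17 matrix and cytoskeleton genes 11 rose and 6 did not pass at P9 against Myc-ESCs (median 1.06, adjusted p = 2.4e-08). Acta2 and Col4a1 were in the lead and Col4a2 stood at 2.44. Of 13 primitive endoderm genes 5 rose, Sparc by 1.61, and 8 did not pass (adjusted p = 0.0027, and 0.058 with an estimated correlation), and of 8 trophectoderm genes Tfap2c, Krt8 (1.46) and Tead4 (0.81) rose (adjusted p = 0.0063, and 0.058). Of 13 naive genes 4 rose, 1 fell (Gbx2, -1.22, adjusted p = 0.0041) and 8 did not pass (5 and 1 when adjusted over the list alone; adjusted p = 0.16). Of the 13 primed genes only Pou3f1 changed (-0.88; adjusted p = 0.97). Of 4 tested two-cell-like genes 3 rose (adjusted p = 1.1e-04), with Tcstv3 (at least 1.81-fold) and Tmem92 (at least 1.57-fold), a call in part built in by the detection filter as above. Of 11 germline genes 4 rose (adjusted p = 0.0013), with Taf7l at 1.84 and Dazl at 1.44. Of 7 fibroblast markers Acta2, Vim (1.28) and Col5a1 (1.26) rose (adjusted p = 0.0063, and 0.12 with an estimated correlation). Of 5 genes of DNA methylation Dnmt3l (-1.23) and Tdg (-1.06) fell (adjusted p = 0.0098, and 0.14 with an estimated correlation). The array set and the group cannot be told apart here, and with median scaling, which moved the median gene by -0.16, 13.5% of called genes were higher, against 54.9%. Relative to that median 503 genes were higher and 991 lower.

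Of the genes changed in Myc-ESCs against LIF-ESCs over these 18 arrays (531 higher and 704 lower), 672 (54.4%) were changed in the same direction at P9, 286 higher and 386 lower. Independent lists would share 49.6 and 63.2. Only 25 genes changed in opposite directions. Simulated unchanged groups with shared LIF-ESC arrays gave 0 and 0.01 shared genes. Hardly any gene is called in such groups, so these counts do not measure what the shared arrays add. At 1.5-fold alone 313 genes were higher and 404 lower in each, against 8.97 and 9.06 in simulations. Over all genes the covariance of the changes was 0.152, against 0.0193 in simulations, a difference of 0.132. Part of the excess may come from the shared controls, which at 3 arrays cannot be halved. Against LIF-ESCs, median scaling moved the median gene at P9 by -0.15 and left 20.1% of called genes higher, against 51.0%, or 696 higher and 1195 lower relative to that median. The authors' processed values gave 33.3% higher.

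**Figure D4:**
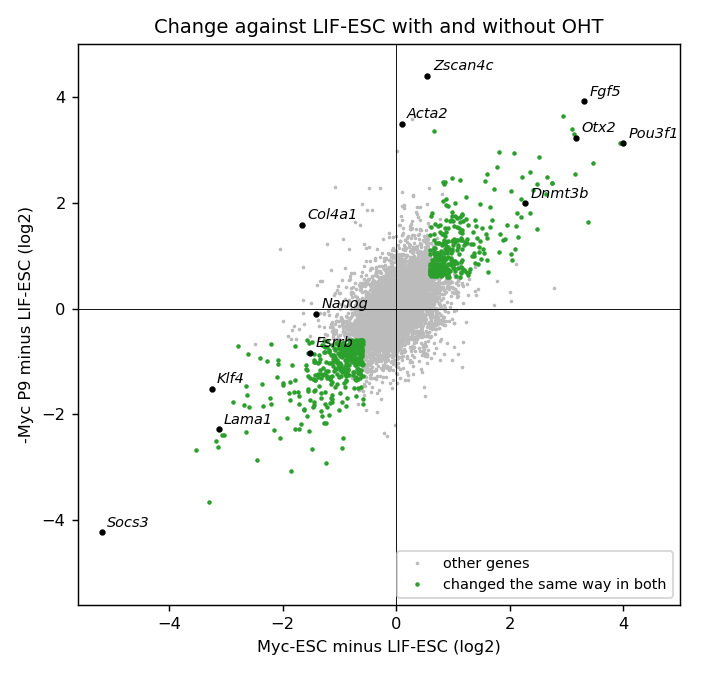
Log2 change of 10164 genes in Myc-ESCs against LIF-ESCs (horizontal) and in the P9 cells, after OHT withdrawal, against LIF-ESCs (vertical). Green marks the 672 genes changed in the same direction in each. The 3 LIF-ESC arrays enter each axis.

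By P16 the epiblast genes had receded, while 3 of 4 tested two-cell-like and 7 of 11 tested germline genes stood above their level in LIF-ESCs. Against LIF-ESCs, Zscan4c was still the highest (4.21 ± 0.03 to 8.65 ± 0.69, at least 16.9-fold, adjusted p = 2.8e-10), before the sperm gene Zan (4.15), Gm428 (at least 7.84-fold), the peptidase Dpp4 (3.09), Gm5796 (2.95), Itga5 (2.73), Zmiz1 (2.73), Col4a1 (2.71), Accsl (2.61) and Ptpn14 (2.61). Gpx2 fell the furthest (10.43 ± 0.36 to 5.82 ± 0.47, -4.62), with Fabp3 (-3.95), Socs3 (-3.64), Cbr3 (-3.61), Urah (-3.41), Ifitm3 (-3.16), Tsc22d1 (-2.99), Ly6g6e (-2.96), Prr13 (-2.93) and Klk1 (-2.87). Sox2 was down by 2.57 (8.75 ± 0.50 to 6.18 ± 0.50, adjusted p = 1.5e-06), Utf1 by 1.42 and Eed by 1.59, whereas Nanog lay above its level in LIF-ESCs (0.74, adjusted p = 0.0043). Klf4 remained low (-0.83), and Myc (adjusted p = 0.996), Pou5f1 (0.02), Sfrp1 (0.51), Fzd7 (0.43), Dppa3 (-0.20), Apcdd1 (0.14), Dkk1 (-0.14), Gata6 (0.22) and Sox17 (0.08) did not pass.

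Of 13 primed genes only Otx2 (1.61), Sall2 (1.36) and Fgf5 (at least 1.76-fold) were still higher at P16 (adjusted p = 0.43). Of 13 naive genes 2 rose, Tbx3 (1.33) and Esrrb (0.68), 3 fell, Gbx2 (-1.77), Klf4 and Klf2 (-0.73), and 8 did not pass (adjusted p = 0.85). Of 4 tested two-cell-like genes 3 rose (adjusted p = 0.026, and 0.18 with an estimated correlation), with Tmem92 (at least 2.67-fold) and Tcstv3 (at least 2.01-fold). The detection filter builds in part of this call too. Of 11 germline genes 7 rose and 4 did not pass (adjusted p = 0.0044, and 0.15), led by Rhox5 (2.24), Taf7l (at least 3.52-fold) and Tdrkh (1.37). Of 16 genes of the integrated stress response 8 rose, 2 fell and 6 did not pass (9 and 2 alone; adjusted p = 0.047, and 0.16), with Vldlr (at least 3.54-fold), Psat1 (1.17) and Mthfd2 (1.14) against Atf4 (-1.46). For 75 of the called genes at P16 another probe of the gene was called in the opposite direction, so these numbers hold for the probes used.

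From P9 to P16, on arrays of 1 set, the measured epiblast genes fell and some naive factors rose. Pou3f1 fell the most (9.38 ± 0.09 to 6.56 ± 0.05, -2.82, adjusted p = 7.6e-09), with Tsc22d1 (-2.79), Cbr3 (-2.76), Fgf5 (7.93 ± 0.13 to 5.18 ± 0.17, -2.75), Car4 (-2.74), the helicase Ddx5 (-2.65), the tight junction gene Cldn6 (-2.48), Rbbp7 (-2.42), Car2 (-2.40) and Nup37 (-2.40). Zan (3.35, adjusted p = 1.1e-07), Zc3h13 (2.50), Zmiz1 (2.47), Cit (at least 4.30-fold), Inhbb (2.26), Atp2a3 (2.25), Cobl (2.24), Notch4 (2.22), the piRNA factor Piwil2 (2.15) and Evc (2.00) rose the most. Esrrb (11.12 ± 0.24 to 12.57 ± 0.02, 1.44, adjusted p = 1.8e-06), Tbx3 (1.93), Klf5 (1.44), Nanog (0.79, adjusted p = 6.3e-04), Klf4 (0.69) and Sfrp1 (1.03) rose, whereas Sox2 (-1.46), Utf1 (-1.46), Dppa3 (-1.41) and Fzd7 (-1.15) fell. Socs3 (0.57, adjusted p = 0.050), Myc (-0.16, 0.40), Eed (-0.24, 0.12), Apcdd1 (0.47, 0.0059, under 1.5-fold) and Pou5f1 (0.05) did not pass.

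All 10 measured primed genes fell (adjusted p = 1.6e-06, and 0.51 with an estimated correlation), Lefty1 by 1.98, Dnmt3b by 1.57 and Otx2 by 1.55, and of 13 naive genes 7 rose, 1 fell and 5 did not pass (adjusted p = 0.10). Of 11 BMP/Smad targets 7 fell, 1 rose and 3 did not pass (adjusted p = 0.032, and 0.51 with an estimated correlation), Id2 by 2.10 and Id1 by 2.02 against a rise of Bmp4 (1.72). Of 12 imprinted genes 5 fell, 1 rose and 6 did not pass (adjusted p = 0.032, and 0.51), with Igf2 (-2.13), Snrpn (-1.22) and Phlda2 (-1.02) against Igf2r (0.67). Of 10 epithelial and mesenchymal genes 5 fell, 1 rose and 4 did not pass (adjusted p = 0.032, and 0.55), with Krt8 (-1.502), Krt18 (-1.42) and Vim (-0.69) against Zeb1 (1.54). On the P16 arrays 29 of 484 genes (5.99%) with a pair of probes changed at least 1.5-fold had probes of opposite direction, against 1 of 573 in EpiSC. With median scaling, which moved the median gene by 0.23, 80.8% of called genes were higher, against 55.4%, or 1735 higher and 1222 lower relative to that median.

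In the single Eed knock-down array of Myc-ESCs, Eed itself was not detected (4.18, against 9.77 in Myc-ESCs, at least 32.3-fold lower). The largest rises outside the range of the Myc-ESC arrays were those of Inka1 (at least 4.84-fold), Col4a1 (5.25 ± 0.12 to 7.84, 5.99-fold), Fzd2 (5.81-fold), Rhox5 (5.64-fold), Gpx3 (5.04-fold), Smox (4.86-fold), Taf15 (3.93-fold), Atp5g1 (3.83-fold), Ltb4r1 (3.83-fold) and the cell cycle inhibitor Cdkn2a (3.67-fold), a classic Polycomb target. Bcas2 (24.1-fold), Zc3h15 (20.7-fold), Pabpc1 (19.8-fold), Polr2g (18.4-fold), Usp1 (18.1-fold), Idh2 (17.6-fold), Ptges3 (17.5-fold), Tor3a (at least 14.5-fold) and Eif2s3y (at least 12.2-fold) were lower, as were Nanog (-3.01) and Klf4 (at least 2.18-fold), while Sfrp1 was higher (0.89). Pou5f1 (0.12), Sox2 (0.04), Myc (-0.35), Dppa3 (-0.47), Utf1 (0.15), Socs3 (0.98), Fzd7 (0.49), Apcdd1 (0.60), Dkk1 (-0.04), Gata6 (0.05) and Sox17 (-0.13) lay within the range.

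Of the 673 genes lower in Myc-ESCs than in LIF-ESCs, 142 (21.1%) were higher with the Eed knock-down, against 10.1% of all genes, and of the 474 higher genes 87 (18.4%) were lower, against 11.3%. The Myc-ESC arrays are shared, and the covariance of -0.0602 compares with -0.0328 in simulations (a difference of -0.0273). Without 1 array it ranged from -0.129 (without Myc-ESC replicate 1) to -0.0180 (without LIF-ESC replicate 1). The first lies further from 0 than the simulated value and the second nearer, and the simulations were not repeated without these arrays. The overlap may therefore still come from the shared arrays, which these values do not decide. The matrix list had a median of 0.86, at percentile 100 of the random lists, with 6 of 16 members higher, and the Myc growth list one of -0.27, at percentile 0.87, with 7 of 27 lower. Of 12 Polycomb-repressed regulators Isl1, Msx1 and Nkx2-9 were higher and Fgf15 lower, and the median of 0.10 lay at percentile 51.9. In all, 973 genes were higher and 1093 lower of 9647, but the knock-down array differed in quality as well. Of 446 genes with a pair of probes at least 1.5-fold apart from Myc-ESCs, 98 (22.0%) had probes of opposite direction, as had 39 of 223 (17.5%) when Myc-ESC replicate 1 was set against the other replicates, which itself gave 750 genes higher and 986 lower.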

Values the study reported

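With a cut-off of 1.5-fold for genes going up or down, the study put at 30% the share of the genes upregulated in Myc-ESCs that went down when these cells were treated with Dkk1 and sFRP1.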

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

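Differences between the passages after OHT withdrawal were taken up because P9 and P16 share a treatment and differ in passage. The comparison between them was planned, and the choice of what to report here followed from the results. Against LIF-ESCs, 50 genes were called in opposite directions at P9 and P16 and also differed between these. Members of the fixed lists among them changed from P9 to P16, in the fit of 18 arrays, by -2.49 (Cldn6), 1.52 (Esrrb), -2.26 (Id2), -1.49 (Krt8) and -1.56 (Phgdh). Lists that differed between the passages were the primed epiblast genes (adjusted p = 1.56e-06), the BMP/Smad targets (0.0323), the epithelial and mesenchymal genes (0.0323) and the imprinted genes (0.0323). With an estimated correlation none of the 4 was called (adjusted p of 0.51, 0.51, 0.55 and 0.51). In the comparisons of P16 with P9 and with LIF-ESCs probes of 1 gene disagreed more often (5.99% and 7.12%) than in the other comparisons between groups, and a shift shared by all probes of a gene, as by transcript length, was not tested.

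Probes without a gene name were taken up because no gene list or gene table holds them. In Myc-ESCs against LIF-ESCs 100 of the 830 such probes tested were changed, 52 higher and 48 lower. What they measure was not examined.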

How the results depend on the processing

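Settings were fixed before the data were examined, except for the term for the array set, the first array set alone, the repaired processed values, the processed values at 1.5-fold alone and the distances without 1 array, which were chosen after seeing the data. Against 1147 genes changed in Myc-ESCs, the count was 352 with quantile normalization with no background correction, 288 with the authors' processed values (566 with displaced values moved back), 750 with only the 2 groups in the fit and 182 with the methods' t-test after Benjamini-Hochberg. Counts without 1 array ranged from 874 to 1441, the highest without Myc-ESC replicate 1. For Dkk1 and Sfrp1 (123 genes) the counts were 6 with no background correction, 214 with median scaling (3.74% higher), 4 with the authors' processed values and 4 with these repaired, 2 with no detection filter, 33 with only the 2 groups in the fit, 332 with the methods' t-test, unadjusted, 0 with it after Benjamini-Hochberg, 578 at 1.5-fold alone and 0 with a term for the array set, which could be estimated only through EpiSC replicate 3. Without 1 array they ranged from 0 (without treated replicate 2 or 3) to 575 (without Myc-ESC replicate 1), with 17 and 31 without Myc-ESC replicates 2 and 3 and 221 without treated replicate 1. With no background correction 1740 genes were changed in EpiSC, 632 at P9 and 1648 at P16 against LIF-ESCs, 386 at P9 against Myc-ESCs and 1214 between the passages. The authors' processed values gave 1806, 918, 1923 and 466 for the first 4 of these, the methods' t-test after Benjamini-Hochberg 1004 at P9 against LIF-ESCs and 278 against Myc-ESCs, and adjusted p alone 5017 between the passages. Without 1 array these 5 comparisons ranged from 3326 to 3561, 1682 to 2148, 3261 to 3520, 1131 to 1812 (the highest without Myc-ESC replicate 1) and 2713 to 3033. Socs2 in EpiSC turned to -1.37 in the authors' processed values, whose column for EpiSC replicate 3 is displaced.

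The count of 16 genes raised in Myc-ESCs and lower with the inhibitors became 0 with no background correction and 48 with median scaling. It was 2 with the authors' processed values, 2 with no detection filter and 118 at 1.5-fold alone. With the authors' processed values at 1.5-fold alone it was 229 (of 778, 29.4%). Without 1 array they ranged from 0 (without treated replicate 2 or 3) to 120 (without Myc-ESC replicate 1), with 65 without treated replicate 1 and 6 without Myc-ESC replicate 2 or 3 or LIF-ESC replicate 3. The count of 672 genes shared by Myc-ESCs and P9 became 216 with no background correction and 300 with the authors' processed values, and 601 to 724 without 1 array. The covariance with the inhibitors (-0.0568) was -0.0195 with no background correction, -0.0733 with the authors' processed values, -0.0341 with no detection filter and -0.0887 to -0.0407 without 1 array, where leaving out Myc-ESC replicate 1 moved it most. That with the Eed knock-down (-0.0602) was -0.0174 with no background correction and -0.129 (without Myc-ESC replicate 1) to -0.0180 (without LIF-ESC replicate 1). The share of the EpiSC distance (50.4%) was 44.0% with the authors' processed values, 44.4% over the genes of highest variance and 50.4% to 53.5% without 1 array. The 7 lists called became 12 with fry and 6 to 8 without 1 array. Except where an array is named, the cause of these moves was not tested.

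A replicate block gave 1228 genes in Myc-ESCs, 211 with the inhibitors and 2893 between the passages, and 29 shared genes in place of 16. Myc passed with the block (adjusted p = 0.0438). The BeadChip as a block was not run, since the column names do not give it. Median scaling moved the median gene by -0.10 with the inhibitors, -0.15 at P9 against LIF-ESCs, -0.16 against Myc-ESCs and 0.23 between the passages, and the authors' processed values moved it by -0.11 in EpiSC. A signal over background cannot separate a low level from none, so changes of genes near the background are bounds.

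For the genes named, 1325 of 1550 values under other settings kept the result in Myc-ESCs, 545 of 819 with the inhibitors, 1106 of 1136 in EpiSC, 1015 of 1039 at P9 and 982 of 1019 at P16 against LIF-ESCs, 899 of 968 at P9 against Myc-ESCs and 859 of 879 between the passages. Those that did not were mostly weaker (222 and 267 in the first pair).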

Other observations

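Imprinted genes took separate courses through the series. The growth inhibitor gene Cdkn1c was higher in Myc-ESCs than in LIF-ESCs (1.18, adjusted p = 0.0049) and fell at P9 against Myc-ESCs (-1.80). Snrpn rose in Myc-ESCs (1.31, adjusted p = 9.3e-06) and the transporter Slc22a18 fell (-1.45), while 4 of 13 imprinted genes rose and 1 fell (adjusted p = 0.30). The growth factor gene Igf2 was unchanged in Myc-ESCs (-0.29, adjusted p = 0.29, named after its values were seen), rose at P9 against LIF-ESCs (2.27, adjusted p = 2.6e-08) and fell again by 2.13 from P9 to P16, when its clearance receptor Igf2r rose by 0.67. Phlda2 was lower at P16 than in LIF-ESCs (-2.18).

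At P16 the cells after withdrawal lay further from the states with LIF or OHT than at P9. P9 lay 53.7 units from LIF-ESCs and 44.4 from Myc-ESCs, P16 68.9 and 73.9, and the passages 60.8 from each other. LIF-ESCs lay 46.6 from Myc-ESCs, so P9 lay no further from Myc-ESCs than LIF-ESCs did. The labels give a passage only for cells after withdrawal, so withdrawal, passage and array set cannot be told apart in the distances from LIF-ESCs and Myc-ESCs. Against LIF-ESCs 494 genes were higher and 495 lower at P9 as well as at P16, against 173.9 and 138.0 for independent lists. Simulations of unchanged groups with the shared LIF-ESC arrays gave 0.01 and 0, but hardly any gene is called in them. At 1.5-fold alone the shared genes were 505 and 522, against 7.3 and 7.48 in simulations. Among the genes raised in Myc-ESCs and lower with the inhibitors, Slc3a2 rose by 1.16 and fell by 1.84. Bex1 (0.85 and -1.38), the syndecan Sdc4 (0.68 and -1.28) and the demethylase Jmjd1c (0.85 and -0.94), named after their values were seen, followed Fgf5.

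The tests of this and the next paragraphs were chosen after the results were seen. Primed genes that were higher in Myc-ESCs could come from EpiSC RNA or cells in these samples. Abundant EpiSC genes outside the list implied a median EpiSC share of 0.620%, against 27.001% for the primed genes, which argued against this. Without Myc-ESC replicate 1 the list kept an adjusted p of 1.97e-08, so that array alone is not the cause. At P9 a median of 95.0% of the rise was kept (75.04% to 144% over 8 genes), but at P16 only 25.3%, so growth without LIF and a lasting effect of Myc cannot be told apart.

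Changes with Dkk1 and Sfrp1 may stem from the array set, since the treated arrays form a set of their own, and the set and the treatment cannot be told apart. A term for the set could be estimated only through EpiSC replicate 3, itself of another set, so that the 0 genes called with it decide nothing. With it the median size of the 123 genes went from 0.94 to 0.76 and the median standard error from 0.195 to 0.355. Myc-ESC replicate 1 alone was argued against, since 119 of the 123 genes were still called without it.

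The fall of the primed genes from P9 to P16 could be a shift that differs between probes of 1 gene on the P16 arrays. The median of -1.52 lay outside the range of -0.23 to 0.23 for such a shift and of -0.42 to 0.55 for random lists, and it was -1.20 with median scaling, which argued against either. At P16 a median of 25.3% of the rise in Myc-ESCs was kept, but this restates the fall, so a return toward the LIF-ESC level was not tested apart from it. A shift shared by all probes of a gene, such as by transcript length, was not tested.

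Splitting the 6 arrays of each comparison in all 10 ways showed as many genes in 1 split, the real one, for Myc-ESCs (1147, highest other 0), EpiSC (3575, 0), P9 (1861, 0) and P16 (3400, 0) against LIF-ESCs, P9 against Myc-ESCs (1360, 1) and P16 against P9 (2894, 0), and in 2 for the inhibitors (123, highest other 208). For the lists called in Myc-ESCs it was 1 split as well (7, highest other 4). The splits are too few for a share under 0.05. If the numbers of Myc-ESCs are read as pairs with LIF-ESCs, 4 splits part all pairs and the highest other of these gave 0 genes. Of 100 drawn assignments of 9 arrays to 3 groups, 4 shared at least 16 genes in the overlap with the inhibitors (highest 68) and 2 at least 672 in that with P9 (highest 689). Only the real assignment among them kept the LIF-ESC arrays in 1 group and the others mix them with other groups, so the draws decide nothing about chance.

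The study's text describes Nanog and the targets of LIF and Stat3 as lower and Dppa3 as higher in Myc-ESCs, and Oct4 and Sox2 as unchanged, directions which were found here as well. It also describes Utf1, Nr0b1 and Myc as higher. Utf1 did not pass here and Nr0b1 was detected on 0 of 19 arrays. Myc passed at 1.5-fold alone, the study's criterion, and with a block for the replicate number. Of its statements on Wnt, a higher receptor (Fzd7) and lower antagonists (Sfrp1 and Dkk3) were found, but also a lower receptor (Fzd10) and a higher antagonist (Sfrp2), and no shift of either list. Dkk1, Sfrp5 and Fzd1 were detected on only 5, 1 and 1 of the 19 arrays. The study's statements also rest on qRT-PCR of single genes, among them Myc, Mycn, Fzd7 and Socs3, which is RNA evidence apart from the arrays. It describes Dkk1 and Sfrp1 transcripts as kept low after withdrawal, much as in Myc-ESCs. On the arrays Sfrp1 was higher at P9 than in Myc-ESCs (1.39, adjusted p = 3.6e-05 in limma), and Dkk1 could not be judged. Protein, chromatin and functional assays of the study are not addressed by RNA levels on arrays.

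The share here of genes higher in Myc-ESCs and lower with the inhibitors was 19.6% at 1.5-fold alone, and 29.4% with processed values. It lies below the reported share with the first and next to it with the second. The Myc-ESC arrays enter each list. In simulations of unchanged groups the shares, of shorter lists, were 29.9% and 42.1%, above those observed, while the counts were 33.1 on average (at most 45), against 118, and 94.4 (at most 115), against 229.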
